A study of Schizosaccharomyces pombe with 12 samples.

How the data were processed

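RNA was measured in 12 cultures of Schizosaccharomyces pombe, 3 of each of 4 genotypes. Per the labels' protocols, total RNA was purified with hot acid phenol, libraries were made from poly(A)+ RNA with a stranded mRNA kit, and they were sequenced as paired ends on an Illumina HiSeq instrument. The authors deposited a table of raw counts per gene with 1 column per library, named so in the labels, and replicates were not pooled. The aligner, the counting program, their versions, the genome build, the annotation and whether counting used the strand are not stated in the labels or the table. The authors' DESeq2 comparisons of each mutant with WT, which the labels name, were not used here.

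Each column was matched to a sample by its title, and each sample to a genotype by the same label; 0 columns were left unused. The table held 6987 rows, of which 1 repeated an identifier and held 0 counts. That row was dropped, leaving 6986 genes, of which 320 had 0 counts in all libraries. Identifiers were matched to the RefSeq annotation of assembly ASM294v3, 6833 by locus tag and 13 by a unique synonym, and 140 were not matched. Because the authors' build is not stated, no coordinates are given, and the reference was used for gene names, for gene order and overlap, and for base composition and length by identifier. These properties were computed on the sense strand of spliced exons, and 6169 of the genes tested (99.7%) had a value.

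Total counts ranged from 23115806 to 29124916 per library. At this depth a count of 0 allows up to 3 counts, or 0.103 to 0.130 CPM depending on the library. Within a genotype, libraries had a correlation of log2 CPM between 0.992 and 0.998, and a chi-square of their counts per gene between 3.19 and 54.1, above the value of about 1 that sampling noise gives, so no 2 libraries were taken for one.

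Genes were kept with edgeR's filterByExpr (version 4.0.16, minimum count 10), which left 6189. Libraries were scaled by TMM, with factors between 0.847 and 1.13. All 12 libraries entered one negative binomial model with a coefficient per genotype and no replicate block, and contrasts were tested with edgeR's quasi-likelihood test (glmQLFit, legacy option, and glmQLFTest) in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. A 2-fold change was applied to the fitted log2 fold change after the test. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM are scaled by TMM unless a library total is named. The 6 comparisons were each mutant against WT and each pair of mutants; the departure from additivity was the triple mutant minus both single mutants plus WT, on the log2 scale. The triple mutant also lacks aps1, so this contrast contains any effect of that deletion.

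Before the data were examined, the design, the alternatives and the genes to be named were fixed. The named genes were pho1, pho84 and tgp1, the mutated genes aps1, asp1 and ssu72, and the non-coding RNA prt2, found by name in the annotation. To these were added, for each mutant against WT and for the departure from additivity, the 3 genes with the largest positive and the 3 with the largest negative log2 value. They had to pass the threshold, to have a mean of at least 5 CPM and, against WT, to have every mutant library beyond every WT library. The genes cft2, chs1, ecl3, spa2, uck2, ura4, urg2 and urg3, the neighbours of gdt1, and the non-coding SPNCRNA.620 were named after their values were seen. The non-coding RNA set was tested with limma's camera (version 3.58.1, preset correlation 0.01) and fry on log2 CPM with a prior count of 2. The correlation that shared WT libraries give without any effect was simulated in 20 draws from WT means and fitted dispersions.

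The same functions were tested on simulated data for 6189 genes with the libraries' real sizes and dispersions. Of 200 genes changed by known folds, 195 were recovered (97.5%), 195 in the right direction, with 10 calls in unchanged genes (4.88% of calls). In 3 comparisons of unchanged genotypes there were 0 calls. DESeq2 recovered 195 with 26 calls in unchanged genes. The limma camera p-value was 8.43e-140 for a planted shift of a set and 0.869 without one, over 6147 genes. With a slope on A content planted as well, 196 of the 200 changed genes were recovered after the trend removal, with 8 calls in unchanged genes, over 6160 genes. The slope was planted in asp1-H397A replicate 3 and triple mutant replicate 1, and recovery was counted in ssu72-C13S against WT. The libraries compared there held no planted slope. Recovery in comparisons of asp1-H397A or the triple mutant was therefore not tested.

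The alternatives were RLE and upper-quartile scaling, DESeq2's Wald test (version 1.42.0), no filter beyond 1 count, a mean count of 50 or more, fits of only the groups compared, the replicate number as a block, robust empirical Bayes and leaving out each library in turn. For the non-coding RNA set they also included an estimated correlation, fry and removal of trends with GC content and length. A smooth trend with A content (natural spline, 3 degrees of freedom) removed from each library, a joint trend with abundance, and leaving out the 2 libraries that followed A content most were added after the data were seen, as was, for SPAC750.01 alone, the A content trend removal without ssu72-C13S replicate 1. The A content trend entered edgeR as offsets. Near-identical genes were searched among the table's genes with blastn 2.17.0 at 95% identity over 50% of the gene or more, leaving out genes at the same locus, and none of the genes named by the rule had one. Figures were drawn with matplotlib 3.10.9.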

Results

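Transcript levels were measured by stranded RNA sequencing of poly(A)-selected RNA from the fission yeast Schizosaccharomyces pombe, grown in log phase at 30 °C in YES, a rich yeast extract medium. There were 4 genotypes with 3 replicate cultures each, 12 libraries in all. One genotype was the wild type (WT). The ssu72-C13S strain carries a mutation in Ssu72, a protein phosphatase of the RNA 3′ processing machinery that acts on the tail of RNA polymerase II. The asp1-H397A strain carries a mutation in the pyrophosphatase domain of Asp1, an enzyme that both makes and removes inositol pyrophosphates. The last strain combined both alleles with a deletion of aps1, which encodes another inositol pyrophosphate pyrophosphatase, and is called the triple mutant here. Total counts per library ranged from 23115806 in triple mutant replicate 3 to 29124916 in WT replicate 1. The upper limit that a count of 0 allows, 3 counts, corresponded to between 0.103 and 0.130 CPM (counts-per-million, here scaled by library size). This limit covers counting error only.

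The mutated genes were examined first, as a check of the labels. The aps1 gene (SPAC13G6.14), deleted in the triple mutant, stood at 112 ± 9.20 CPM (SD, n = 3) in WT and at 38.9 ± 2.08 CPM (SD, n = 3) in the triple mutant. Its log2 fold change against WT was −1.53 (SE 0.0708, adjusted p 1.67e-09 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All triple mutant libraries lay below all others, but 758 to 958 counts remained assigned to aps1 in each of them. The check therefore shows a lower level of aps1 and not its absence. Counts per gene cannot tell where the remaining reads come from. In ssu72-C13S aps1 fell by 0.53 on the log2 scale (adjusted p 2.25e-05), and in asp1-H397A it did not differ from WT past the threshold (log2 −0.09, adjusted p 0.297), a result that passed the threshold under upper-quartile scaling (log2 −0.23, adjusted p 0.0107). The level of asp1 (SPCC1672.06c) was 41.3 ± 0.976 CPM (SD, n = 3) in WT, 31.4 ± 1.01 in ssu72-C13S, 78.1 ± 2.88 in asp1-H397A and 63.8 ± 0.266 in the triple mutant. The level of ssu72 (SPAC3G9.04) was 15.1 ± 0.660 CPM (SD, n = 3) in WT, 10.5 ± 0.860 in ssu72-C13S, 22.5 ± 4.78 in asp1-H397A and 24.8 ± 3.71 in the triple mutant. Each of these mutant levels of asp1 and ssu72 differed from WT past the threshold, with adjusted p-values from 2.11e-07 to 0.00922. The annotation places SPNCRNA.620 opposite aps1, and SPNCRNA.1144 opposite and yrs1 on the same strand as asp1, so counts at both loci are uncertain where the counting could split them.

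The number of genes that differed between genotypes was then determined. Of 6189 genes tested, 3384 differed between ssu72-C13S and WT at an adjusted p under 0.05, 1581 higher and 1803 lower in the mutant. Between asp1-H397A and WT 2747 genes differed (1595 higher, 1152 lower), and between the triple mutant and WT 3210 genes differed (1619 higher, 1591 lower). The alternative that moved the count for asp1-H397A most, leaving out asp1-H397A replicate 3 and triple mutant replicate 1, gave 4537 genes. At a change of 2-fold or more the counts were 569 for ssu72-C13S (292 higher, 277 lower), 417 for asp1-H397A (91 higher, 326 lower) and 706 for the triple mutant (237 higher, 469 lower). Between mutants, 3483 genes differed between the triple mutant and ssu72-C13S (1782 higher, 1701 lower) and 3342 between asp1-H397A and ssu72-C13S (1836 higher, 1506 lower). Fewer genes, 2277, differed between the triple mutant and asp1-H397A (973 higher, 1304 lower), and 1163 when only the libraries of these 2 genotypes were fitted. The share of higher genes among these depended on the scaling. Under upper-quartile in place of TMM scaling it went from 58.1% to 32.2% for asp1-H397A against WT, from 50.4% to 40.4% for the triple mutant against WT and from 51.2% to 40.1% for the triple mutant against ssu72-C13S. For the triple mutant against asp1-H397A it went from 42.7% to 58.6%, and for asp1-H397A against ssu72-C13S from 54.9% to 33.7%.

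**Figure D1:**
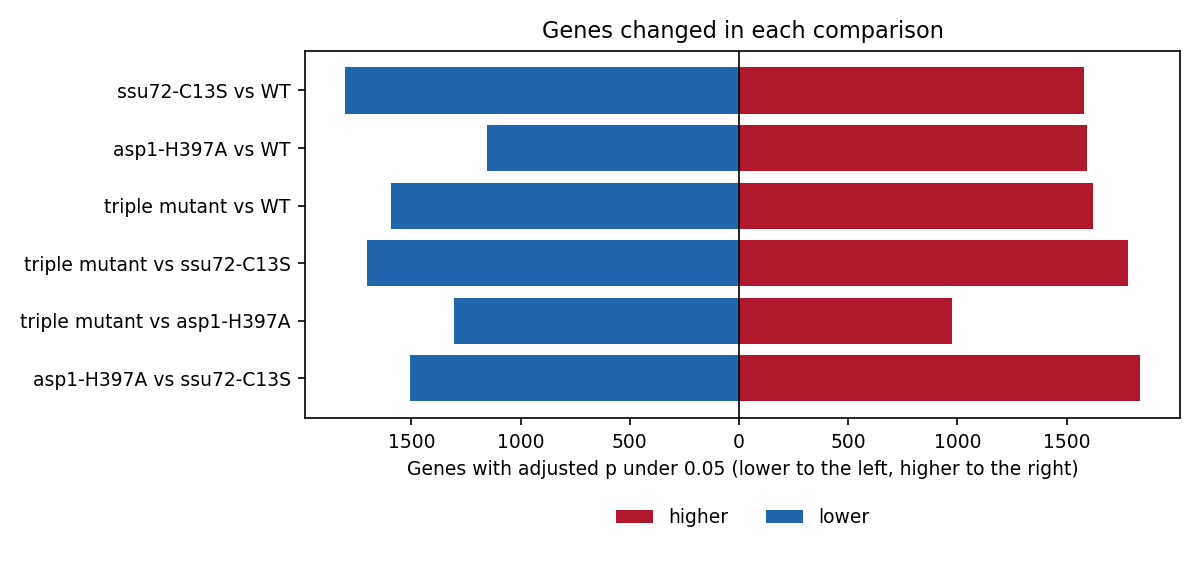
Genes with an adjusted p under 0.05 in each of the 6 comparisons, with genes lower in the first-named genotype as blue bars to the left of 0 and genes higher as red bars to the right (horizontal axis, number of genes). The comparison of the triple mutant with asp1-H397A has the fewest genes, 973 higher and 1304 lower.

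The series concerns phosphate homeostasis, and the phosphate acquisition (PHO) genes pho1 (SPBP4G3.02), pho84 (SPBC8E4.01c) and tgp1 (SPBC1271.09) were therefore fixed as a list in advance. They encode a secreted acid phosphatase, a phosphate transporter and a glycerophosphodiester transporter. The mean level of pho1 was 2117 ± 68.4 CPM (SD, n = 3) in WT, 375 ± 18.1 in ssu72-C13S, 12524 ± 1490 in asp1-H397A and 22272 ± 2699 in the triple mutant. That of pho84 was 1032 ± 37.5 CPM (SD, n = 3) in WT, 215 ± 7.48 in ssu72-C13S, 4495 ± 509 in asp1-H397A and 5668 ± 615 in the triple mutant. That of tgp1 was 18.9 ± 0.825 CPM (SD, n = 3) in WT, 12.2 ± 1.27 in ssu72-C13S, 399 ± 36.4 in asp1-H397A and 776 ± 47.2 in the triple mutant.

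In ssu72-C13S all 3 PHO genes were lower than in WT, with log2 fold changes of −2.50 for pho1 (SE 0.116, adjusted p 1.94e-09), −2.26 for pho84 (SE 0.102, adjusted p 1.60e-09) and −0.64 for tgp1 (SE 0.0947, adjusted p 8.03e-05). In asp1-H397A all 3 were higher, by log2 2.56 for pho1 (SE 0.116, adjusted p 3.67e-09), 2.12 for pho84 (SE 0.101, adjusted p 6.16e-09) and 4.39 for tgp1 (SE 0.0943, adjusted p 1.79e-12). In the triple mutant the log2 fold changes against WT were 3.40, 2.46 and 5.36, with adjusted p-values of 1.35e-10, 6.87e-10 and 1.05e-13. Removing the relation with A content described below moved these values most, to 2.96, 2.07 and 4.89 in the triple mutant. The triple mutant exceeded asp1-H397A by log2 0.83 for pho1 (adjusted p 7.22e-05) and 0.96 for tgp1 (adjusted p 1.28e-06). The excess for pho84 was smaller, log2 0.33 (SE 0.0968, adjusted p 0.0155), and did not pass the threshold when only the 2 genotypes were fitted (adjusted p 0.122), nor without triple mutant replicate 2 (adjusted p 0.103) or replicate 3 (adjusted p 0.0561). In each of the 6 comparisons 3 of the 3 genes passed the threshold over all genes tested, and 3 of 3 when adjusted over the list alone.

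**Figure D2:**
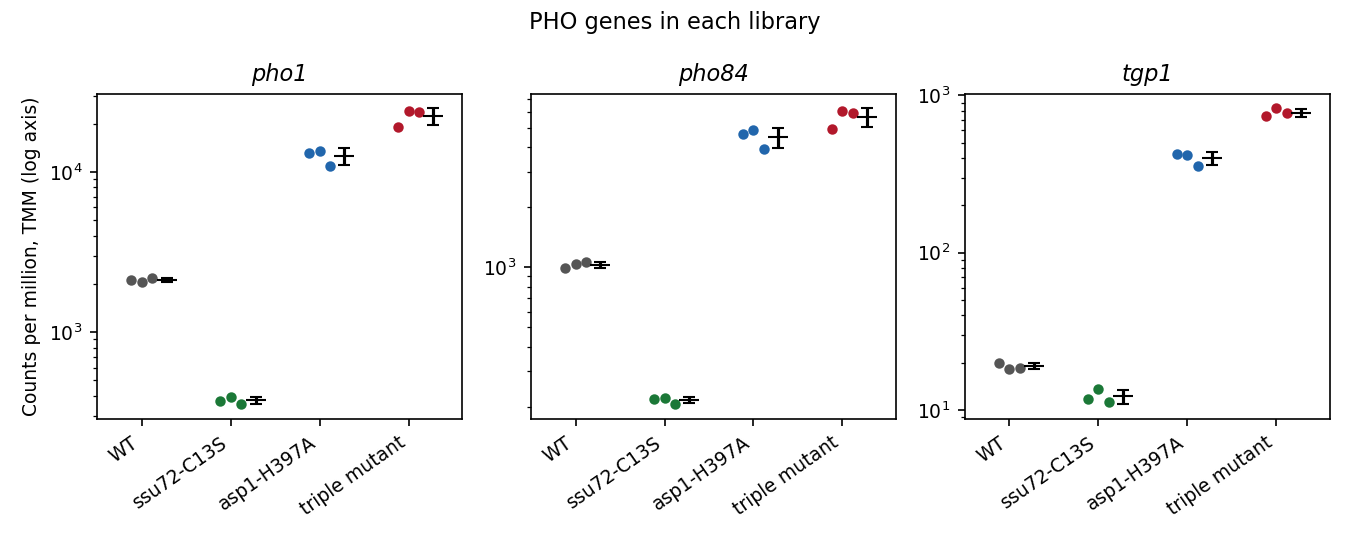
CPM after TMM scaling (vertical log axes) of pho1, pho84 and tgp1 in each of the 3 libraries of each genotype (points), with the mean and SD beside them (black bars). The ssu72-C13S libraries lie below the WT libraries for all 3 genes, and the asp1-H397A and triple mutant libraries lie above them.

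The non-coding RNA gene prt2 (SPBC8E4.02c), which in the annotation overlaps pho84 on the same strand, was at 32.8 ± 0.826 CPM (SD, n = 3) in WT and 34.0 ± 0.828 in ssu72-C13S, a difference that did not pass the threshold (log2 0.05, adjusted p 0.568) and changed sign when the relation with A content described below was removed (log2 −0.09, adjusted p 0.396). It was lower in asp1-H397A (log2 −1.46, adjusted p 1.51e-08) and in the triple mutant (log2 −0.76, adjusted p 2.22e-06). Because of the overlap, the counts of prt2 and pho84 are uncertain where the counting could split reads between them. The same limit holds for tgp1, since the annotation places SPBC1271.10c opposite it. The non-coding RNAs prt and nc-tgp1 were not found by these names in the annotation, and no gene was examined as either of them.

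The genes with the largest changes were taken by a rule set in advance. In ssu72-C13S the largest increase was that of gdt1 (SPAC186.05c), from 0.675 ± 0.334 CPM (SD, n = 3) in WT to 124 ± 3.52, a log2 fold change of 7.52 (SE 0.271, adjusted p 4.02e-10). It was followed by SPAC750.01 (log2 4.40, adjusted p 3.01e-04) and SPAC27D7.09c, which rose from 26.1 ± 0.986 CPM (SD, n = 3) to 419 ± 20.8 (adjusted p 5.45e-11). For SPAC750.01, replicate 1 stood at 57.7 CPM and the other 2 libraries at 5.91 and 7.92 CPM, and without replicate 1 the log2 fold change was 2.61. The largest decreases were those of the non-coding omt3 (SPNCRNA.130; log2 −5.13, adjusted p 4.02e-10), gep4 (SPCC645.02; log2 −4.11, adjusted p 1.04e-07) and ngl1 (SPBC1709.14; log2 −3.34, adjusted p 7.08e-09). The ngl1 gene overlaps cft2 (SPBC1709.15c; chosen after its values were seen), which was also lower, at 26.3 ± 0.523 CPM (SD, n = 3) against 69.1 ± 1.39 in WT.

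In asp1-H397A the largest increases were those of tgp1, given above, the non-coding SPNCRNA.1144 (log2 4.04, adjusted p 3.09e-09) and urg1 (SPAC1002.19; log2 3.90, adjusted p 1.13e-08). SPNCRNA.1144, which lies opposite asp1, rose from 0.692 ± 0.164 CPM (SD, n = 3) in WT to 11.5 ± 0.438 and did not change in ssu72-C13S (log2 −0.00, adjusted p 0.991). The largest decreases were all of non-coding RNA genes: omt3 (log2 −3.31, adjusted p 6.38e-09), SPNCRNA.863 (log2 −2.63, adjusted p 1.79e-06) and SPNCRNA.1344 (log2 −2.50, adjusted p 8.13e-07). In the triple mutant the largest increases were those of SPBPB2B2.06c (log2 5.80, adjusted p 5.75e-14), tgp1 and SPNCRNA.1144 (log2 4.70, adjusted p 1.56e-10). SPBPB2B2.06c rose in order from 12.9 ± 1.35 CPM (SD, n = 3) in WT to 47.8 ± 2.28 in ssu72-C13S, 157 ± 8.47 in asp1-H397A and 719 ± 54.4 in the triple mutant. The largest decreases were those of omt3 (log2 −4.16, adjusted p 7.39e-10), SPNCRNA.1061 (log2 −3.99, adjusted p 1.60e-08) and pfl7 (SPBC359.04c; log2 −3.87, adjusted p 2.59e-09). The annotation places other genes opposite SPNCRNA.863, SPNCRNA.1344 and SPNCRNA.1061, whose counts are uncertain for that reason. It also places SPBC1271.10c opposite tgp1, so the counts of tgp1 share this limit.

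Whether the mutants changed the same genes was examined with the 3 comparisons against WT, which share the WT libraries. Across the 6189 genes, which are not independent replicates, the log2 fold changes of ssu72-C13S and asp1-H397A had a Pearson correlation of 0.1996 (Spearman 0.263). The value was 0.397 (Spearman 0.372) for ssu72-C13S and the triple mutant, and 0.684 (Spearman 0.643) for asp1-H397A and the triple mutant. In 20 simulated draws of unchanged mutants against the same WT libraries, the mean Pearson correlations were 0.492, 0.482 and 0.475 and the mean Spearman correlations 0.462, 0.457 and 0.451. These draws hold no real change, so they show what noise in the shared libraries gives and are no baseline for genes that changed. Of 1763 genes called in both single mutants, 1241 changed in the same direction and 522 in opposite directions. Of 2026 genes called in ssu72-C13S and the triple mutant, 1555 changed in the same direction and 471 in opposite directions. Of 1923 genes called in asp1-H397A and the triple mutant, 1795 changed in the same direction and 128 in opposite directions. In the simulated draws, 0 genes were called in both members of any pair. Among the genes called in the mutants against WT, 132 were higher and 165 lower in all 3 mutants without being called between any pair of mutants.

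The comparison of the triple mutant with each single mutant shows the same allele change in another background, together with the loss of aps1, and shares no library with the comparison of the other allele's strain against WT. Across genes, the change of ssu72-C13S against WT correlated with that of the triple mutant against asp1-H397A at a Pearson r of 0.327 (Spearman 0.202), with a slope of 0.260. Of the 569 genes changed 2-fold or more in ssu72-C13S, 243 were called in the same direction between the triple mutant and asp1-H397A, and 43 in the opposite direction. The change of asp1-H397A against WT correlated with that of the triple mutant against ssu72-C13S at a Pearson r of 0.472 (Spearman 0.357), with a slope of 0.638. Of the 417 genes changed 2-fold or more in asp1-H397A, 290 were called in the same direction and 21 in the opposite direction.

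The sum of the log2 changes of the single mutants was set against the change in the triple mutant. This departure from additivity includes any effect of the aps1 deletion and, with the opposite sign, any change that all 3 mutants shared against WT. It passed the threshold for 2591 of 6189 genes, 1241 with a positive and 1350 with a negative value, and the alternative that moved this count most, leaving out asp1-H397A replicate 3 and triple mutant replicate 1, gave 3739. The more frequent sign depended on the fit. Positive values were more frequent in the fit that gave 3739 (2023 against 1716) and under upper-quartile scaling (1445 against 1211). The same held after the relation with A content described below was removed (1775 against 1540). Negative values stayed more frequent under other alternatives, such as RLE scaling (1282 against 1252). Of the 569 genes changed 2-fold or more in ssu72-C13S, 401 departed from additivity, 380 of them in the direction opposite to the ssu72-C13S change. Of the 417 genes changed 2-fold or more in asp1-H397A, 169 departed, 124 of them in the opposite direction. The departure subtracts each single mutant's change measured in the same libraries, so choosing genes by a large change favours the opposite sign, and how much of these numbers this accounts for was not tested. The PHO genes had positive departures of log2 3.33 for pho1 (SE 0.159, adjusted p 2.36e-08), 2.60 for pho84 (SE 0.139, adjusted p 3.36e-08) and 1.60 for tgp1 (SE 0.124, adjusted p 6.58e-07). The largest positive departures by the rule were those of omt3 (4.28), pho1 and the non-coding rrk1 (SPNCRNA.128; 2.99), which lies opposite pre10 and is uncertain for that reason, and the largest negative ones those of gdt1 (−6.51), SPAC750.01 (−4.70, adjusted p 0.0224) and pfl7 (−3.51). For SPAC750.01 the call was lost without asp1-H397A replicate 3 (adjusted p 0.0555), and the value was −2.92 without ssu72-C13S replicate 1. The adjusted p-values for omt3, rrk1, gdt1 and pfl7 were 3.59e-07, 6.77e-07, 5.15e-08 and 2.56e-07.

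**Figure D3:**
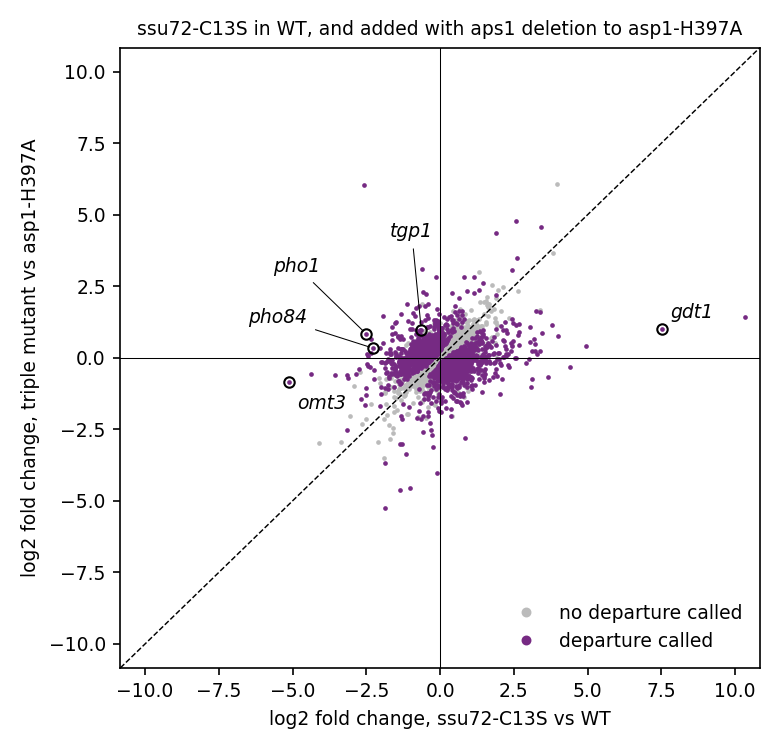
Log2 fold change of each gene in ssu72-C13S against WT (horizontal axis) and in the triple mutant against asp1-H397A (vertical axis), purple where a departure from additivity was called and grey where not; the dashed line marks equal changes. The circled genes, which are the 3 PHO genes, gdt1 and omt3, lie away from the line: pho1 lies at −2.50 and 0.83, and gdt1 at 7.52 and 1.01; fitted values of genes with counts near 0 in a group depend on the prior count.

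The study's title concerns transcription termination, so non-coding RNA genes (identifiers beginning with SPNCRNA, 1118 tested) were compared as a set with all other genes. Their median log2 fold change was −0.02 in ssu72-C13S against −0.04 for other genes, −0.49 against 0.05 in asp1-H397A, and −0.45 against 0.02 in the triple mutant. By limma's camera with a preset correlation of 0.01, adjusted over the 3 comparisons, the set did not differ in ssu72-C13S (adjusted p 0.543) and was lower in asp1-H397A (adjusted p 5.90e-22) and in the triple mutant (adjusted p 3.51e-08). Both calls held with an estimated correlation (adjusted p 0.00503 and 0.0439) and under fry (adjusted p 1.06e-05 and 3.97e-05). They did not hold after a trend with abundance was removed along with that of A content, fitted over all genes (adjusted p 0.184 and 0.917). With that trend fitted over protein-coding genes the call in asp1-H397A held (adjusted p 4.27e-08) and that in the triple mutant did not (adjusted p 0.118). The direction in ssu72-C13S went from higher to lower in both of these fits, past the threshold in neither (adjusted p 0.917 and 0.872). Among single genes of the set, 313 were higher and 324 lower in ssu72-C13S, 65 higher and 531 lower in asp1-H397A, and 185 higher and 535 lower in the triple mutant. Their share of all counts was 1.25% ± 0.0604 (SD, n = 3) in WT, 1.39% ± 0.0156 in ssu72-C13S, 0.996% ± 0.0496 in asp1-H397A and 1.10% ± 0.0529 in the triple mutant.

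The labels name no sequencing batch. Libraries nevertheless differed within a genotype along the base composition of the genes. The deviation of each library from its genotype's mean was correlated with the share of A in the sense strand of each transcript, over 4747 protein-coding and 441 non-coding RNA genes with a mean of 5 CPM or more. Spearman's rho across protein-coding genes was 0.862 for asp1-H397A replicate 3 and 0.829 for triple mutant replicate 1. It was −0.738 and −0.847 for the other 2 asp1-H397A libraries, and −0.774 and −0.633 for the other 2 triple mutant libraries. Deviations within a genotype cancel out for each gene, so a strongly positive library pushes the others toward negative values. In WT it was 0.316, −0.414 and 0.199, and in ssu72-C13S −0.213, −0.0507 and 0.218. Across non-coding RNA genes it was 0.713 for asp1-H397A replicate 3 and 0.683 for triple mutant replicate 1. The log2 fold changes against WT also followed A content across protein-coding genes, with a rho of −0.261 in ssu72-C13S, −0.546 in asp1-H397A and −0.336 in the triple mutant. In the fit that kept only the libraries of these 2 genotypes with a negative value, 2 of each, 3329 genes differed between the triple mutant and asp1-H397A, and 96.5% of the calls made with all libraries were kept with the same direction. With a positive value there was 1 library of each, so no test could be made among those. Removing each library's trend with A content gave 4026 genes changed in ssu72-C13S, 3198 in asp1-H397A and 3946 in the triple mutant, and kept 96.6%, 76.4% and 86.8% of the calls with the same direction.

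**Figure D4:**
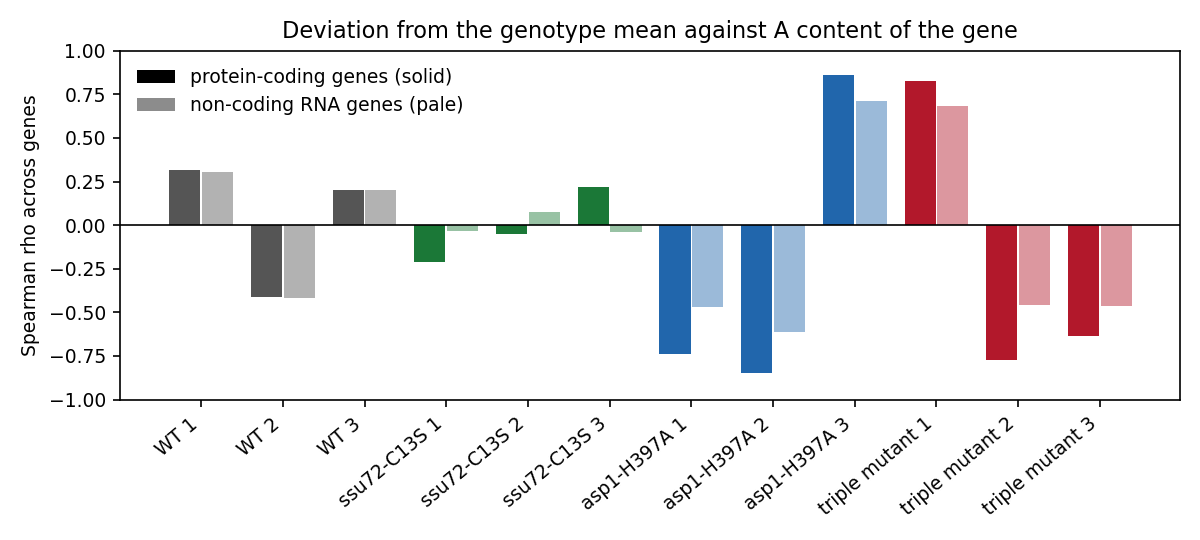
Spearman's rho (vertical axis) between each library's deviation from the mean of its genotype and the share of A in the gene, across protein-coding genes (solid bars) and non-coding RNA genes (pale bars), for the 12 libraries (horizontal axis, coloured by genotype). The bars of asp1-H397A replicate 3 and triple mutant replicate 1 reach 0.862 and 0.829, and the other libraries of these genotypes lie below 0. Deviations within a genotype cancel out for each gene, so the negative bars are not independent of the positive ones.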

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

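The results in this part are differences between groups under the same contrast: the change expected from adding both single mutants' log2 changes was tested against the change in the triple mutant. A change that all 3 mutants shared against WT enters this contrast with the opposite sign. Such a change, without a call between mutants, was seen for 132 genes higher and 165 lower. How many of these departed was not counted. Of the tests below, some were chosen only after the result was seen. These were those of near-identical genes, all that remove the A content trend, and the fit without both libraries that followed A content most. All values are from the same 12 libraries in which the pattern was found.

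A departure from additivity was called for 2591 of 6189 genes. In 100 groupings of the 12 libraries into 4 groups of 3, the real one included, 1 gave as many genes, the real one. The others gave at most 700, with a median of 0. Those groupings mixed genotypes, so real differences between genotypes entered the spread within groups. They cannot show that the number exceeds what additive genotypes would give. Base composition of the transcripts as the whole cause is argued against, since 95.9% of the 2591 calls were kept with the same direction when each library's trend with A content was removed. The number of departing genes was 3443 without asp1-H397A replicate 3 and 3739 without both libraries that followed A content most, so those libraries did not create it. This does not test base composition. Both libraries deviated toward genes rich in A, while changes against WT ran the other way across protein-coding genes. The rho was −0.546 in asp1-H397A and −0.336 in the triple mutant, so leaving both libraries out keeps those further from WT in this respect.

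The departures of pho1, pho84 and tgp1 were 3.33, 2.60 and 1.60 on the log2 scale. All 3 genes were lower in ssu72-C13S than in WT and higher in the triple mutant than in asp1-H397A, although for pho84 the latter call depended on the fit. Base composition is argued against, since the largest adjusted p of the 3 departures was 5.28e-09 after the A content trend was removed. Reads shared with near-identical genes are argued against as well, since 0 other genes of the table matched any of the 3. What stays open is whether the alleles themselves combine in this way, for example through a dependence of the ssu72-C13S effect on inositol pyrophosphate levels, or whether the deletion of aps1 accounts for it. These explanations cannot be told apart, because 0 genotypes apart from the triple mutant carry the aps1 deletion.

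The remaining genes were those with the largest departures by the rule. They were 4.28 for omt3, 2.99 for rrk1, −6.51 for gdt1, −4.70 for SPAC750.01 and −3.51 for pfl7. For omt3, each single mutant was low already, at 0.568 ± 0.0380 CPM (SD, n = 3) in ssu72-C13S and 2.02 ± 0.205 in asp1-H397A against 20.005 ± 2.27 in WT, and the triple mutant at 1.12 ± 0.346 lay between them, so additivity would have required a level below either. For gdt1 the rise in ssu72-C13S to 124 ± 3.52 CPM (SD, n = 3) was followed by 6.50 ± 1.79 in the triple mutant. For pfl7 the single mutants went in opposite directions, 5.50 ± 0.370 CPM (SD, n = 3) in ssu72-C13S and 17.9 ± 0.987 in asp1-H397A, and the triple mutant stood at 0.774 ± 0.289. For rrk1 the level was 1.17 ± 0.2001 CPM (SD, n = 3) in ssu72-C13S, 5.94 ± 0.772 in WT and 8.37 ± 1.30 in the triple mutant, but it lies opposite pre10. The size of the SPAC750.01 departure depended on ssu72-C13S replicate 1: without it the departure was −2.92 and still past the threshold. None of these 5 genes had a near-identical gene elsewhere in the table. After the A content trend was removed the departures were 4.25 for omt3, 3.16 for rrk1, −6.37 for gdt1 and −3.44 for pfl7, with a largest adjusted p of 4.27e-07, which argues against base composition as their whole cause. The same holds for SPAC750.01, at −4.80 (adjusted p 0.0341) with all libraries and −3.001 (adjusted p 2.08e-05) without ssu72-C13S replicate 1. The aps1 deletion stays open for each of the 5 genes. For omt3, which was lower in all 3 mutants than in WT, a change shared by the mutants stays open as well, since it would also give a positive departure.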

How the results depend on the processing

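Removing trends with A content or abundance, and leaving out asp1-H397A replicate 3 and triple mutant replicate 1 together, were chosen only after the data were seen. Over the comparisons, 278 values under the alternatives set in advance, 235 with 1 library left out and 67 under those added later kept their direction and side of the threshold, or stayed within the limits set for values without a test. Those that did not follow, and no value changed direction under an alternative set in advance or with 1 library left out; unless a cause is named, the cause was not tested.

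Restricting the test to genes with a mean count of 50 or more, which tests fewer genes, gave 223 genes changed 2-fold or more in asp1-H397A and 450 in the triple mutant. With 1 library left out these counts ranged from 378 to 514 and from 678 to 749 across 6 fits each. Fitting only the 2 genotypes compared, which uses fewer samples, gave 1163 genes between the triple mutant and asp1-H397A, all 1163 of them also called in the same direction with all libraries in the fit. With all genotypes in the fit, the number of genes between the triple mutant and asp1-H397A ranged from 1708 to 3074 across the 6 fits with 1 library left out. In the same fit of 2 genotypes, the excess of pho84 in the triple mutant over asp1-H397A was 0.34 with an adjusted p of 0.122. With all genotypes in the fit and 1 library left out, this excess ranged from 0.24 to 0.42. It was 0.29 (adjusted p 0.103) without triple mutant replicate 2 and 0.30 (adjusted p 0.0561) without replicate 3. Across all alternatives its adjusted p ranged from 5.53e-05 to 0.122.

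Without asp1-H397A replicate 3 and triple mutant replicate 1, 4537 genes differed between asp1-H397A and WT, and 98.9% of the calls made with all libraries were kept with the same direction. With 1 library left out this number ranged from 2010 without asp1-H397A replicate 1 to 3999 without replicate 3, across 6 fits. The correlation across genes of ssu72-C13S and asp1-H397A changes was 0.268 without a filter and 0.156 after the A content trend was removed, and 0.207 to 0.223 across the 3 fits that each left out a WT library. The lower level of the non-coding RNA set lost its call when trends with A content and abundance, fitted over all genes, were removed, with adjusted p-values of 0.184 in asp1-H397A and 0.917 in the triple mutant. Since the set itself enters that trend, the fit can absorb a real shift. Fitted over protein-coding genes, the adjusted p was 0.118 in the triple mutant. In ssu72-C13S the direction of the set was reversed, from higher to lower, by both fits, past the threshold in neither (adjusted p 0.917 over all genes and 0.872 over protein-coding genes). With 1 library left out, the adjusted p ranged from 1.02e-23 to 8.28e-16 in asp1-H397A and from 9.06e-09 to 2.27e-07 in the triple mutant.

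Among single genes, 309 values under the alternatives set in advance, 298 with 1 library left out and 68 under those added later kept their direction and side of the threshold. The others were these. The prt2 change in ssu72-C13S reversed from 0.05 to −0.095 (adjusted p 0.396) when the A content trend was removed. The aps1 change in asp1-H397A passed it under upper-quartile scaling (−0.23, adjusted p 0.0107). The ssu72 departure from additivity stood at the threshold without ssu72-C13S replicate 1 (0.62, adjusted p 0.05002). The SPAC750.01 departure lost its call without asp1-H397A replicate 3 (−4.65, adjusted p 0.0555) and without both libraries named above (−4.51, adjusted p 0.0882). Among all genes called with and without the A content trend, 30 were called in opposite directions in the triple mutant against WT, 4 in asp1-H397A against WT and 2 in the triple mutant against ssu72-C13S.

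Upper-quartile scaling moved the median log2 change of all genes by at most 0.163 in size, between asp1-H397A and ssu72-C13S, and by −0.14 between asp1-H397A and WT, so the share of higher and lower genes is relative to the scaling. At 2-fold or more, the share higher between asp1-H397A and ssu72-C13S went from 36.0% to 25.2%. The non-coding RNA set was lower in asp1-H397A and the triple mutant under each scaling.

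Replicate numbers are shared by the genotypes in the labels. Of the 18 same-numbered pairs of libraries, 5 had deviations from their group means that correlated above 0.1, with a range of −0.430 to 0.321, so the numbers do not pair the samples. The fit with the replicate block gave 2453 genes departing from additivity, and kept 93.9% of the departures called without it. In the 6 comparisons it kept from 92.5% of the calls, between the triple mutant and asp1-H397A, to 96.9%, between asp1-H397A and ssu72-C13S, with the same direction. It changed no call of a named gene or of the non-coding RNA set and moved no count of genes by over 1.5 times. The depth limits genes near the floor of 3 counts, for which fitted changes depend on the prior count.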

Other observations

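Of the tests in this part, the counts of splits were set out in advance; all others were chosen only after the result was seen.

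For each comparison of 3 libraries with 3 there are 10 splits of the 6 samples, so a share of splits never goes under 0.1. In 1 of the 10 splits, the real one, as many genes were called, for ssu72-C13S, asp1-H397A and the triple mutant against WT, both over all changes and at 2-fold or more, and for the 3 comparisons between mutants. The other splits gave 0 genes at the adjusted threshold, except between the triple mutant and asp1-H397A, where another split gave 343. At an unadjusted p under 0.05, the other splits gave at most 33 genes for ssu72-C13S, 1688 for asp1-H397A and 628 for the triple mutant against WT, where the real splits gave 3710, 3219 and 3547. Between mutants they gave at most 97 for the triple mutant and ssu72-C13S, 2039 for the triple mutant and asp1-H397A, and 486 for asp1-H397A and ssu72-C13S. For the non-coding RNA set, 9 of the 10 splits gave a p as small in ssu72-C13S, 2 of the 10 in asp1-H397A and 1 of the 10 in the triple mutant. In asp1-H397A another split reached 7.20e-24 against 1.97e-22 for the real one, and in the triple mutant the next split reached 2.51e-08 against 2.34e-08. Each of the other splits still sets unequal numbers of mutant libraries against each other and so keeps part of any real difference; small p-values there do not show that the set test errs.

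The deviations of asp1-H397A replicate 3 and triple mutant replicate 1 from their group means correlated across 4747 protein-coding genes at r = 0.905, against 0.638 across all 6189 genes tested, and the mean of both deviations followed A content with a rho of 0.870. Genes are not independent replicates. The tenth of protein-coding genes richest in A deviated by 0.34 on average and the poorest by −0.16 on the log2 scale. A program of regulated protein-coding genes is argued against, since the relation was also present across 441 non-coding RNA genes (rho 0.755). GC content bias that treats both strands alike is argued against by the relation with A minus T at fixed GC (rho 0.861), and gene length by that with A content at fixed length (rho 0.869). A mixture with RNA of another genotype is argued against by the same relation (rho 0.856) in 656 genes that stood at one level in all genotypes. A candidate explanation that stays open is a step in library preparation that acts on the sense-strand base composition of the RNA, in line with the rho of 0.755 in non-coding RNA genes. No record of such a step is in the labels, and no other biological explanation was tested.

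Changes between genotypes also followed A content. Base composition as the whole cause of the calls is argued against, since 76.4% or more of the calls in each of the 6 comparisons were kept with the same direction after the trend was removed, the lowest being asp1-H397A against WT. The remaining calls of that comparison may reflect the trend rather than the genotype.

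The lower level of non-coding RNA genes in asp1-H397A and the triple mutant was examined per library. In each library the median log2 CPM of the set was taken relative to that of the comparison genes, and the mean of the 3 mutant libraries was set against that of the 3 WT libraries; 3 libraries against 3 cannot give an exact permutation p under 0.1. Without correction the difference from WT was −0.54 in asp1-H397A and −0.44 in the triple mutant, against pooled SDs between replicates of 0.0561 and 0.0605. Base composition as the whole cause is argued against, since the difference was −0.43 in asp1-H397A and −0.39 in the triple mutant after the A content trend was removed (pooled SD 0.0335 and 0.0239). GC content and gene length are argued against in the same way (−0.39 and −0.33, pooled SD 0.0316 and 0.0343). In each of these cases all 3 mutant libraries lay below all WT libraries, and they also did when each gene's deviation from its own mean over the libraries was used in place of its level. Low abundance was tested with 578 non-coding RNA genes matched to protein-coding genes within 0.25 log2 CPM and 1 percentage point of A. In asp1-H397A the matched difference was −0.32 by levels and −0.27 by deviations (pooled SD 0.0536 and 0.0505), with all 3 libraries below all WT libraries, which argues against low abundance as the whole cause. In the triple mutant it was −0.032 by levels, within the pooled SD of 0.0458, but −0.15 by deviations, with a pooled SD of 0.0217 and all 3 libraries below all WT libraries. Because these summaries differ, low abundance and a lower level of the set itself cannot be told apart in the triple mutant. That the 2 mutants differ in this was not tested, and an effect of the genotypes on non-coding RNA stays open as untested.

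Genes beside the mutated loci were compared with random sets of genes. The median absolute log2 change of the 12 nearest genes was 0.483 in the triple mutant against 0.279 for all genes, and 10000 random sets gave a p of 0.0699. A local effect of the altered loci and chance cannot be told apart with 12 genes. Among these genes, all but SPNCRNA.1144 chosen after their values were seen, chs1 rose by 1.67 and spa2 by 1.20 in the triple mutant. The chs1 gene lies near aps1, and spa2 near ssu72. In ssu72-C13S, where aps1 is not deleted, the log2 changes were 0.73 for chs1 and −0.67 for spa2. In asp1-H397A they were 0.047 and 0.25. SPNCRNA.1144, opposite asp1, had the largest rise of 1118 non-coding RNA genes in asp1-H397A. SPNCRNA.620, opposite aps1, had the largest positive departure from additivity of the same 1118 (8.61), at 1.51 ± 0.204 CPM (SD, n = 3) in WT, 0.251 ± 0.167 in ssu72-C13S, 0.151 ± 0.101 in asp1-H397A and 10.2 ± 2.14 in the triple mutant. Whether the counting used the strand is not stated, so these counts could hold reads of the mutated genes themselves. The test of a local effect (0.0699) does not separate this. For SPNCRNA.620, a fixed share of aps1 reads is argued against. From WT to the triple mutant aps1 fell from 112 ± 9.20 to 38.9 ± 2.08 CPM (SD, n = 3), while SPNCRNA.620 rose. Other reads from the altered aps1 locus stay open. Reads of asp1 stay open for SPNCRNA.1144, since both rose in asp1-H397A and the triple mutant.

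The uracil-related genes urg1, urg2, urg3 and uck2, of which all but urg1 were chosen after their values were seen, were higher in all 3 mutants than in WT. The log2 changes in ssu72-C13S, asp1-H397A and the triple mutant were 3.018, 3.90 and 3.84 for urg1, 2.93, 3.30 and 3.11 for urg2, 1.69, 1.67 and 1.49 for urg3, and 1.51, 2.31 and 1.74 for uck2. A difference in ura4 genotype between WT and the mutants could produce such a pattern, but the highest ura4 count of any library was 0. Of the protein-coding genes, 28 were at 0 in all libraries, so a 0 can also be a gene that was not counted, and the ura4 genotype and an effect shared by the mutants cannot be told apart.

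Antisense transcription as a cause of lower levels was tested over 848 pairs of a non-coding RNA gene and a gene it overlaps on the opposite strand by 100 bases or more. Across pairs, which are not independent replicates, rho was 0.0630 in ssu72-C13S (permutation p adjusted over 3 comparisons 0.206), −0.0442 in asp1-H397A (0.296) and −0.0341 in the triple mutant (0.324). In ssu72-C13S the sign is opposite to the one that antisense transcription lowering the overlapped gene would give, but this rho did not pass the threshold either. Of 93 overlapped genes whose antisense RNA rose 2-fold or more there, 22 were called lower and 19 higher. In none of the 3 mutants can the effect and its absence be told apart at correlations of this size, and single pairs may differ.

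The neighbours of gdt1 were looked at after its values were seen. SPAC186.04c had 58, 64 and 70 counts in the ssu72-C13S libraries against 5, 0 and 1 in WT (adjusted p 6.26e-07). SPAC186.06 had 177, 160 and 182 counts against 0, 0 and 0, which makes it at least 57.7-fold higher (adjusted p 1.33e-08). The next gene on each side was left out by the filter and not tested: SPAC186.03 had 3, 3 and 9 counts in ssu72-C13S against 2, 3 and 6 in WT, and SPAC186.07c had 1, 13 and 8 against 1, 1 and 0. The gene ecl3 (SPBC8E4.12c), also chosen after its values were seen, had log2 changes of −1.63 in ssu72-C13S, 2.75 in asp1-H397A and 3.81 in the triple mutant.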
